A study of Saccharomyces cerevisiae with 8 samples. Its data were reported in "Multilevel Gene Expression Changes in Lineages Containing Adaptive Copy Number Variants" (2025).

How the data were processed

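RNA-seq libraries of 4 evolved strains of Saccharomyces cerevisiae were analysed, with 2 replicate cultures per strain and 8 libraries in all. Per the labels, every strain derives from the FY4 background and was grown in glutamine-limited chemostats, which hold a culture at a constant growth rate by a steady inflow of medium. Groups and replicate numbers were taken from the sample titles. The study calls DGY1726 Trans, DGY1735 ODIRA_A, DGY1741 ComQuad and DGY1743 ODIRA_B. The ancestor of the strains was not analysed here, so that each comparison is between evolved strains.

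Each deposited table holds raw read counts per annotated feature of the Ensembl R64-1-1 annotation. The authors aligned single-end reads of 50 bases with STAR after filtering reads of known snRNA, rRNA and tRNA, and counted strand-specific overlaps with bedtools. No normalization was applied to the deposited counts. A read that overlaps several features is counted in each of them, and nothing in the methods states how reads with several equally good alignments were treated. The labels describe the RNA as polyadenylated, whereas the study's methods state that no such selection was made. Gene rows were used as the main values, and only protein-coding genes that are not transposable elements entered the tests. Gene symbols and coordinates are those of the deposited tables.

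The total over all gene rows ranged from 10298053 to 15326760 counts per library, and the protein-coding total from 9125509 to 13205947. Genes with a mean of at least 100 counts over the 8 libraries were tested, which left 5527 of 6600 protein-coding genes. At this depth, counting error is small beside the difference between cultures: the chi-square statistic of the counts of replicates was between 16.1 and 55.8 per degree of freedom, so that no pair of replicates is a library counted again. Precision is limited by the 2 cultures per strain. Intervals for single shares are Wilson 95% intervals and cover counting error only.

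Counts were normalized with TMM factors and tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. Differences among the 4 strains were tested with all 8 libraries, and the 6 pairs of strains with the 4 libraries of each pair, as the study tested strains in pairs. A strain was set against the mean of the other 3 on the log scale, with all 8 libraries. Log2 ratios are the fitted coefficients, with a standard error (SE) equal to the ratio divided by the square root of its F statistic. CPM values were computed with the cpm function of edgeR on TMM-scaled library sizes.

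Segments of chromosome XI were bounded by genes that the study names as the limits of the amplified regions. The exception is GEX2, the end of the DGY1726 segment beyond the core, which the study's text does not name as a limit. The breakpoint genes SET3, ALY1 and SIR1 were left out. The core is the stretch from the gene after SET3 to TRK2, which the study describes as amplified in every strain. The reference was DGY1741, whose amplified segment is the core by the study's account, with GAP1 inside it amplified further. In DGY1726 the study places the end of a tandem duplication at GAP1, so that the core of this strain spans a change in copy number, which was not separated. A segment of chromosome V and a list of genes used for a hypothesis were tested with the others and entered the adjustments, and are not reported here. The median log2 ratio over the genes of a segment is given. These genes were tested with the self-contained set test fry of edgeR, two-sided, adjusted over the 8 segment and core comparisons. That test uses the statistics of all genes of a set and not their median, so its p-value is the same with means in place of medians. Genes off the segment median were found with the same F-test after adding the median as an offset to the genes of the segment. Their shares were compared with those among tested genes outside every segment by Fisher's exact test, two-sided. The segment median stands in for an expected copy number, which was not used here.

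Of the gene lists, 3 were set by gene symbol (cytosolic ribosomal proteins, mitochondrial ribosomal proteins, oxidative phosphorylation) and 1 by hand (nitrogen catabolite repressed genes), and genes on a segment were left out. The median log2 ratio of each list is given, and its genes were tested as a set with fry, adjusted over the 4 lists and 4 strains. Runs of neighbouring genes were stretches where the running median over 11 consecutive tested genes lay beyond the largest value in 1000 shuffles of the gene order. Agreement of libraries was measured with Spearman's correlation across genes, which are not independent replicates.

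Genes named in the text follow a rule. GAP1, DAL80, SSD1 and UTH1 were chosen since the study discusses them. For each strain, the rule added the 2 genes with the largest positive and the 2 with the largest negative log2 ratio against the mean of the other 3, among genes outside every segment with an adjusted p under 0.05, a ratio of at least 1 in size and both libraries beyond all 6 others in CPM. In each segment it added the gene off the median with the smallest adjusted p in each direction. Groups, tests, segments, lists and this rule were fixed before the data were examined.

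The alternatives tried were RLE normalization, TMM factors without chromosomes V and XI, no low-count filter, the filterByExpr filter of edgeR, sums of the coding-sequence (CDS) rows, genes without a same-strand overlap, the replicate number as a block, DESeq2 1.42.0 for counts of genes, a fit with all 8 libraries for pairs, an adjusted p under 0.01, means in place of medians, segments without their end genes, camera of limma 3.58.1 in place of fry, a shift by the segment mean, running medians over 7 and 21 genes, and each replicate left out in turn. An alternative without mitochondrially encoded genes was added after the data were seen. With a replicate left out a strain is left with 1 library, so only values were computed.

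The tests were tested on simulated counts drawn from the means and library sizes of the 5527 genes, with 196 genes changed 2-fold up or down. Smaller changes were not simulated, so their recovery is not known. The fit of a pair recovered 194 of these genes and 8.06% of its calls were false. The fit of the 4 strains recovered 193, with 7.21% false calls, and the contrast of a strain with the other 3 recovered 195, with 5.34%. An unchanged pair gave 1 call. In a simulated segment of 58 genes shifted by 1.2, the estimated median was 1.22 and all 6 genes moved off it were found.

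To find genes that share reads with copies, every stretch of 50 bases in the R64 reference genome was counted on both strands with Python 3.11.15, and the percent of a gene's stretches that occur more than once was recorded. Other lists used for hypotheses hold targets of the retrograde response, of Pdr3, and of Msn2 and Msn4, and haploid-specific genes, with their members written down before their values were seen.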

Results

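The data were RNA-seq read counts from 4 Saccharomyces cerevisiae strains that carry different copy number variants (CNVs) at the GAP1 locus on chromosome XI. GAP1 encodes the general amino acid permease, and the strains were isolated after long-term growth under glutamine limitation. Each strain, DGY1726 (Trans), DGY1735 (ODIRA_A), DGY1741 (ComQuad) and DGY1743 (ODIRA_B), was represented by 2 replicate cultures. Total counts over all gene rows were 13467823 and 12342157 for DGY1726, 10298053 and 14233650 for DGY1735, 13689525 and 15326760 for DGY1741, and 13366210 and 14321240 for DGY1743.

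Agreement between libraries was first assessed with Spearman's correlation across the 5527 tested genes. Replicates of a strain correlated with a median rho of 0.989 (range 0.984 to 0.992, 4 pairs of libraries). Libraries of different strains correlated with a median rho of 0.927 (range 0.902 to 0.982, 24 pairs of libraries). Without the low-count filter the rho of the DGY1743 replicates moved from 0.984 to 0.990. Between strain means, DGY1726 and DGY1735 were the most alike (rho = 0.985), and DGY1735 and DGY1741 the least (rho = 0.915). In a principal component analysis of log2 CPM the first component held 49.1% of the variance and parted DGY1726 and DGY1735 from DGY1741 and DGY1743. By the study's account, DGY1726 and DGY1735 were taken after fewer generations of selection than DGY1741 and DGY1743. Along this component the strains and their generations of selection cannot be told apart. The second component held 37.3% and parted DGY1741 from DGY1743.

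The first question was how far the transcriptomes of the 4 strains had diverged. Of the 5527 genes, 2616 (47.3%) differed in RNA abundance among the strains (edgeR, BH adjusted p under 0.05). Outside every CNV segment 2510 of 5414 genes differed. At a threshold of 0.01, the alternative that moved this count most, 1603 genes differed. Divergence was uneven between pairs of strains. DGY1726 and DGY1735 differed in 97 genes, 38 of them by at least 2-fold, although DESeq2 gave 191 genes for this pair. The 97 genes were 1.76% of those tested, whereas 0.905% of the genes outside the segments differed, so that many of the calls lay on segments. For DGY1726 and DGY1741 the count was 2385 genes (43.2%), of which 1214 were higher in DGY1726. DGY1735 and DGY1741 differed in 2129 genes, DGY1726 and DGY1743 in 1503, DGY1741 and DGY1743 in 1358, and DGY1735 and DGY1743 in 891.

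Each strain was then set against the mean of the other 3. DGY1741 stood furthest apart with 2036 genes, 1024 of them higher and 1012 lower. By at least 2-fold, 105 of them were higher and 251 lower. In DGY1726, 669 genes were higher and 617 lower, of which 79 and 39 by at least 2-fold. DGY1735 had 536 higher and 646 lower genes, of which 70 and 103 by at least 2-fold. In DGY1743, 737 genes were higher and 445 lower, and 119 of the higher genes were at least 2-fold higher against 11 lower genes of that size. At an adjusted p under 0.01 these counts fell to 1341 for DGY1741, 546 for DGY1726, 704 for DGY1735 and 544 for DGY1743.

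To ask whether RNA followed the amplified segments, genes that are amplified in a strain and not in DGY1741 were compared with DGY1741. In DGY1735, the 58 tested genes from NTR2 to SKG1 outside the core (chromosome XI, 482171 to 639968) had a median log2 ratio of 1.63, a 3.10-fold difference (fry, adjusted p = 3.23e-07). The medians of its libraries were 1.67 and 1.62, with an SD of 0.04. Leaving out DGY1741 replicate 2, which moved this median most, gave 1.67. Single tests called 55 of the 58 genes higher and 1 lower, both over all genes and adjusted over the list alone. In DGY1743, the 74 tested genes from VPS1 to ESL2 outside the core (chromosome XI, 440608 to 630380) had a median of 1.58 (2.99-fold, adjusted p = 8.13e-08), with library medians of 1.61 and 1.57. All 74 ratios were positive and 72 were called, also adjusted over the list alone.

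In DGY1726, the 18 tested genes from TOF2 to SAP190 (chromosome XI, 458924 to 497358) had a median log2 ratio of 1.53 (2.88-fold, adjusted p = 1.07e-07), with all 18 called higher. Beyond the core, the 55 tested genes from YKR051W to GEX2 (chromosome XI, 530946 to 663289) had a lower median of 1.04 (2.05-fold, adjusted p = 1.07e-07), with 51 ratios positive and 49 called over all genes, or 50 adjusted over the list alone. The difference between these segments was not tested.

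**Figure D1:**
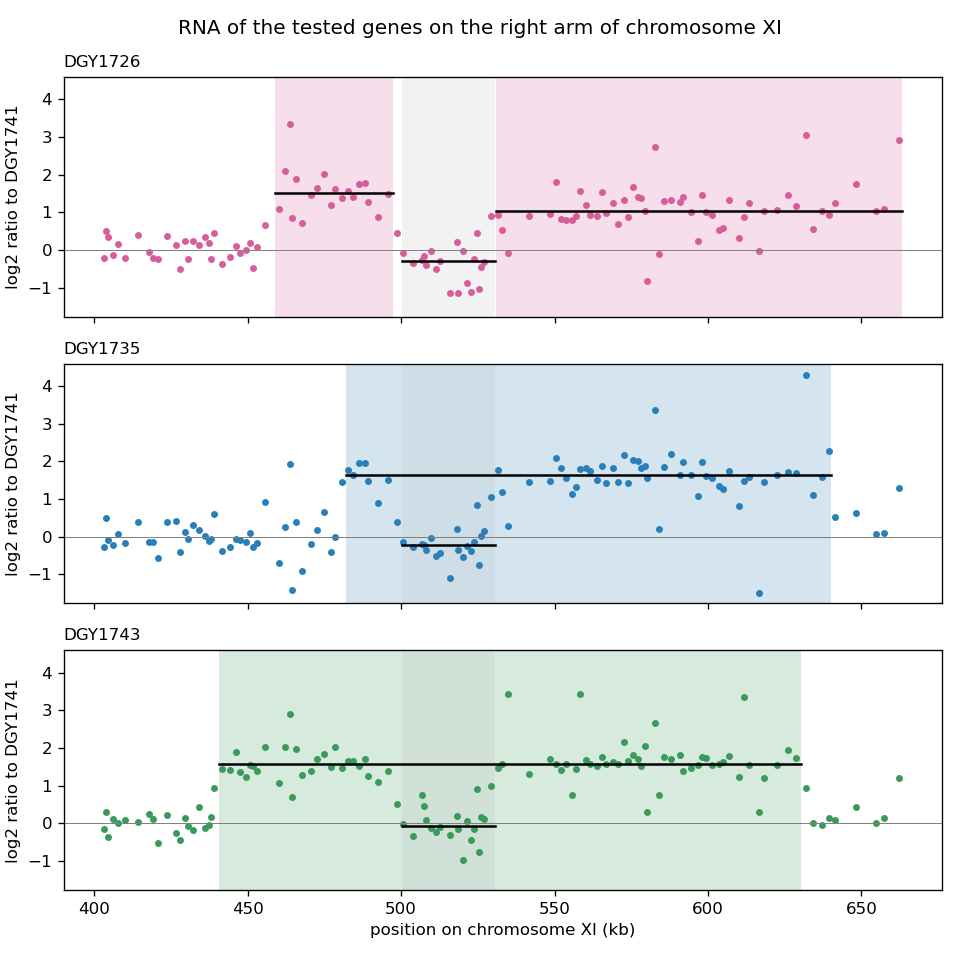
Log2 ratio to DGY1741 of each tested gene (points) against its position in kb on the right arm of chromosome XI, in 1 panel per strain. Coloured bands mark the stretch of each segment, the grey band the core, and black lines the medians (1.53 and 1.04 in DGY1726, 1.63 in DGY1735 and 1.58 in DGY1743 outside the core).

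The core is described as amplified in every strain, and its 20 tested genes from GMH1 to TRK2 (chromosome XI, 500282 to 530484) were compared with DGY1741. The study counts fewer genes in its common core, and which of the 20 it counts was not resolved. The median log2 ratio was -0.29 in DGY1726 (fry, adjusted p = 0.000128) and -0.22 in DGY1735 (adjusted p = 0.00169). In DGY1743 it was -0.06, and the set did not pass the threshold (adjusted p = 0.894). The core of DGY1726 spans the end of a tandem duplication at GAP1, and the median covers both sides of it. Library medians differed between replicates by an SD of 0.07 in DGY1726, 0.08 in DGY1735 and 0.05 in DGY1743. In DGY1726, 7 core genes were called lower and 1 higher, or 7 and 2 adjusted over the list alone. DGY1735 had 4 lower and 2 higher, and DGY1743 had 2 lower and 3 higher, with the same counts adjusted over the list alone. Neither decrease passed the threshold under camera with an estimated correlation between genes (adjusted p over the alternatives from 1.48e-05 to 0.067 in DGY1726 and from 9.31e-05 to 0.312 in DGY1735), and in DGY1743 the median passed it with the end genes left out (-0.12, adjusted p over the alternatives from 0.0282 to 0.994). Without DGY1741 replicate 2 the medians of DGY1735 and DGY1743 were -0.14 and -0.00388, and the median of DGY1743 was slightly positive as a mean over genes, without the low-count filter and with filterByExpr.

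GAP1 (YKR039W, chromosome XI, 515063 to 516871), the gene shared by the selected CNVs, differed among the strains (adjusted p = 0.00351). Its abundance was 24308 ± 139 CPM in DGY1741 (SD, n = 2), 19546 ± 536 in DGY1743, 11378 ± 2702 in DGY1735 and 11009 ± 398 in DGY1726. By the study's account GAP1 was amplified further than the rest of the core in DGY1741, so that ratios to this strain compare unequal copy numbers, which were not corrected for. Against DGY1741, GAP1 was lower in DGY1726 (log2 ratio -1.14, SE 0.24, adjusted p = 0.00301) and in DGY1735 (-1.10, SE 0.24, adjusted p = 0.00369). The difference of DGY1743 was not significant (-0.31, SE 0.24, adjusted p = 0.375). The ratio of DGY1735 moved most among the alternatives, to -1.36 without DGY1735 replicate 2 and to -0.87 without DGY1735 replicate 1.

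DAL80 (YKR034W, chromosome XI, 506898 to 507707), which encodes a repressor of GAP1 and lies in the core, also differed among the strains (adjusted p = 0.0173). Its abundance was 1361 ± 258 CPM in DGY1743, 993 ± 35.4 in DGY1741, 899 ± 30.1 in DGY1726 and 862 ± 164 in DGY1735 (SD, n = 2). No strain differed from DGY1741 at the threshold. The log2 ratio was 0.45 in DGY1743 (adjusted p = 0.0662), or 0.25 without DGY1743 replicate 1. It was -0.20 in DGY1735 (adjusted p = 0.359), or -0.02 without DGY1735 replicate 1, and -0.14 in DGY1726 (adjusted p = 0.518).

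**Figure D2:**
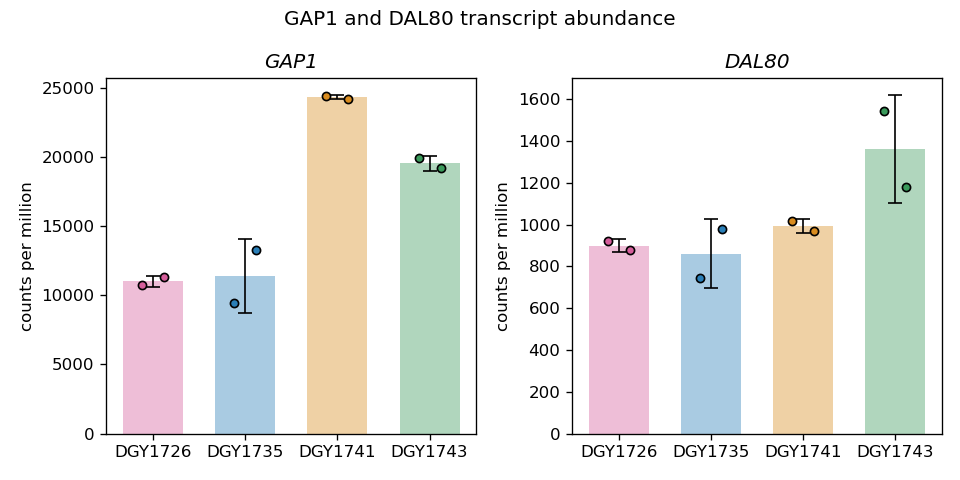
Abundance of GAP1 and DAL80 in CPM, with bars for the mean of the 2 libraries of a strain, error bars for their SD and points for single libraries. GAP1 was highest in DGY1741 (24308) and DAL80 in DGY1743 (1361).

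SSD1, which encodes an RNA-binding protein, lies outside the segments and UTH1 inside the core. SSD1 (YDR293C, chromosome IV, 1045640 to 1049392) had 295 ± 52.8 CPM in DGY1741, 393 ± 35.1 in DGY1743, 406 ± 24.9 in DGY1735 and 465 ± 102 in DGY1726 (SD, n = 2). It was lower in DGY1741 than in the mean of the other 3 (log2 ratio -0.51, SE 0.14, adjusted p = 0.0118), and -0.34 without DGY1741 replicate 1. In DGY1726 its ratio was 0.36 (adjusted p = 0.0628), which passed the threshold without the low-count filter (adjusted p over the alternatives from 0.0194 to 0.0648), and was 0.12 without DGY1726 replicate 2. UTH1 (YKR042W, chromosome XI, 519527 to 520624) was lower in DGY1743 (284 ± 14.2 CPM, log2 ratio -0.78, SE 0.13, adjusted p = 0.000965) and higher in DGY1741 (553 ± 61.9 CPM, 0.50, adjusted p = 0.00499) and DGY1726 (549 ± 73.6 CPM, 0.49, adjusted p = 0.0119).

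To ask which genes did not follow their segment, ratios were tested against the segment median. In DGY1735, 17 of 58 genes lay off the median, 10 of them below and 7 above. The share below was 17.2%, and 18.2% of the 5414 genes outside every segment were lower in the same contrast (Fisher's exact test, adjusted p = 1). For DGY1743 the counts were 7 below and 9 above among 74 genes, for the TOF2 to SAP190 segment of DGY1726 4 and 3 among 18, and for its distal segment 11 and 9 among 55. The share below was 9.46% in DGY1743 against 9.35% outside, and 20% in the distal segment of DGY1726 against 19.1% outside. None of these segments differed from the background in the share of lower or of higher genes (Fisher's exact test, adjusted p = 1 for each of the 4 segments and both directions). A segment of 18 genes can show only large differences. Shifting by the segment mean moved the DGY1735 count most, to 19 genes.

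Off-median genes with the smallest adjusted p are given as log2 distances from the segment median. PTR2 (YKR093W, chromosome XI, 615730 to 617535) lay below the median in DGY1735 (-3.11, SE 0.18, adjusted p = 1.93e-07), in DGY1743 (-1.27, SE 0.17, adjusted p = 0.000205) and in DGY1726 (-1.05, SE 0.17, adjusted p = 0.000493). These 3 distances share the DGY1741 libraries as their reference. PCK1 (YKR097W, chromosome XI, 631152 to 632801) lay above it in DGY1735 (2.67, SE 0.18, adjusted p = 5.95e-07) and in DGY1726 (2.01, SE 0.18, adjusted p = 6.49e-06). In DGY1743 the gene above the median was KTR2 (YKR061W, 557677 to 558954, 1.85, adjusted p = 3.3e-07). In the TOF2 to SAP190 segment of DGY1726, YKR012C (463739 to 464116) lay above by 1.83 (adjusted p = 7.96e-05) and BCH2 (YKR027W, 491364 to 493661) below at -0.64 (adjusted p = 0.000759). No stretch of 50 bases in these genes occurred elsewhere in the genome.

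Where neighbouring genes shifted together along the genome was examined with a running median over 11 tested genes. Runs are named by the genes at the centres of their windows, which need not lie beyond the limit themselves. DGY1726 had 5 runs, among them higher ones on chromosome XI from TOF2 to VPS51 (458924 to 478832) and in 1 window centred at SKG1, whose own log2 ratio was 0.12, and on chromosome XIII from HOT1 to YMR173W-A (605981 to 610081). DGY1735 had 4 runs, lower from YKR011C to IRS4 (461635 to 478063) and higher from UTP30 to TFA2 and from CCP1 to RPF2 (566113 to 592540) on chromosome XI. DGY1741 had 2 and DGY1743 had 3. On chromosome XI, DGY1741 was lower from CCP1 to RPF2, and DGY1743 was higher from VPS1 to VPS51 (440608 to 478832) and from MRPL20 to PTR2 (599094 to 617535). Every strain had a run of 10 windows from COX1 to VAR1 on the mitochondrial genome, higher in DGY1743 and lower in the other 3, which follows from the contrast with DGY1743. The number of runs depended on the window and was 2 in DGY1726 with 7 and with 21 genes. With 7 genes none of the runs on chromosomes XI and XIII remained in any strain. With 21 genes every strain had a run on chromosome XI, and none had one on chromosome XIII. DGY1743 then also had a lower run on chromosome IX. The mitochondrial genome, with 20 tested genes, is too short for a window of 21 genes and could not have a run.

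Mitochondrially encoded genes made up 16.2% ± 4.28 of the protein-coding counts in DGY1743 (SD, n = 2), 0.072% ± 0.00963 in DGY1726, 0.0745% ± 0.0299 in DGY1735 and 0.0789% ± 0.00285 in DGY1741. Nested mitochondrial genes, such as COX1 and the intron-encoded AI genes, share reads and are counted more than once in these shares. All 20 tested mitochondrial genes were higher in DGY1743 than in the mean of the other 3 strains, with log2 ratios from 7.43 to 8.59 and a largest adjusted p of 4.6e-10.

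**Figure D3:**
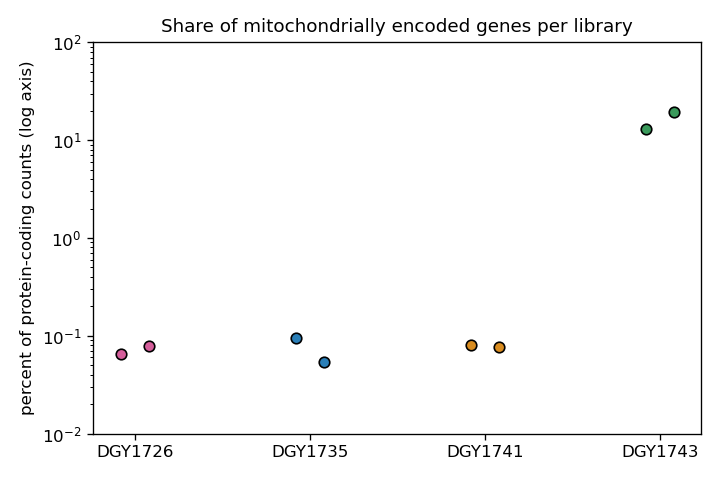
Percent of protein-coding counts on mitochondrially encoded genes, with 1 point per library on a log axis. The 2 libraries of DGY1743 lie at 13.2% (95% Wilson interval 13.14 to 13.18) and 19.2% (19.19 to 19.23), and the other 6 libraries between 0.0534% and 0.0957%.

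Outside the segments, the genes that set each strain apart most were as follows. In DGY1743, ATP8 (Q0080, mitochondrial genome, 27666 to 27812) had 727 ± 246 CPM (SD, n = 2; log2 ratio 8.59, SE 0.19, adjusted p = 1.92e-11), and ATP6 (Q0085, 28487 to 29266) had 2310 ± 449 CPM (8.30, SE 0.19, adjusted p = 2.02e-11). Its lowest genes were YIL053W (chromosome IX, 255115 to 255867, 201 ± 3.43 CPM, -1.40, SE 0.14, adjusted p = 2.33e-05) and ROX1 (YPR065W, chromosome XVI, 679693 to 680799, -1.23, adjusted p = 0.00022).

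In DGY1741 the highest genes were FCY21 (YER060W, chromosome V, 274567 to 276153) with 136.9 ± 16.9 CPM (log2 ratio 3.63, SE 0.12, adjusted p = 2.26e-09) and HO (YDL227C, chromosome IV, 46271 to 48031) with 423 ± 2.95 CPM (3.22, SE 0.08, adjusted p = 2.24e-10). HO had 121 ± 0.15 CPM in DGY1743, 82.8 ± 5.08 in DGY1735 and 9.31 ± 0.929 in DGY1726, where it had the most negative ratio under the naming rule (-4.12, SE 0.12, adjusted p = 1.52e-09). The lowest in DGY1741 were the neighbours SIP18 (YMR175W, chromosome XIII, 611016 to 611255), with 14.5 ± 1.89 CPM (-5.39, SE 0.25, adjusted p = 3.42e-08), and YMR175W-A (611314 to 611508, -5.14, SE 0.26, adjusted p = 5.97e-08). SIP18 had 925 ± 161 CPM in DGY1726, 952 ± 246 in DGY1735 and 259 ± 68.1 in DGY1743. Of the stretches of 50 bases in FCY21, 1.89% occurred elsewhere in the genome.

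In DGY1726, NCA3 (YJL116C, chromosome X, 193860 to 194873) had 107 ± 28.1 CPM (log2 ratio 3.10, SE 0.16, adjusted p = 3.44e-07) and ANS1 (YHR126C, chromosome VIII, 359702 to 360181) 28.8 ± 0.474 CPM (2.84, SE 0.20, adjusted p = 2.34e-06). In DGY1735, NCA3 had 41.3 ± 3.92 CPM and ANS1 19 ± 6.55, and in DGY1741 they had 7.42 and 1.04. IMD2 (YHR216W, chromosome VIII, 554396 to 555967) was low in DGY1726, with 42.2 ± 9.79 CPM (-2.36, SE 0.19, adjusted p = 8.6e-06), and 33.7% of its stretches of 50 bases occurred elsewhere, so that its level is uncertain. In DGY1735, SHH3 (YMR118C, chromosome XIII, 502144 to 502734) had 125 ± 32.2 CPM (2.59, SE 0.16, adjusted p = 1.24e-06) and YKL107W (chromosome XI, 236141 to 237070) 91.7 ± 15.2 CPM (2.51, SE 0.18, adjusted p = 2.64e-06). SHH3 had 85.2 ± 17.9 CPM in DGY1726 and YKL107W 69.3 ± 1.83. Low levels in DGY1741, 2.49 CPM for SHH3 and 2.38 for YKL107W, widened their difference from the mean. SRD1 (YCR018C, chromosome III, 148238 to 148903) had 1.66 ± 0.533 CPM (-2.81, SE 0.38, adjusted p = 0.000249) and NDJ1 (YOL104C, chromosome XV, 116396 to 117454) 1.40 ± 0.283 CPM (-2.70, SE 0.23, adjusted p = 6.97e-06). Both of these genes were highest in DGY1743, SRD1 with 52.5 ± 1.97 and NDJ1 with 65.2 ± 1.86 CPM, which widened the difference of DGY1735 from the mean. The study lists SRD1 among known deletions in the ancestor and draws it as disrupted in FY4. What the counts of SRD1 stand for is therefore uncertain.

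Finally, 4 gene lists were compared between strains. Nitrogen catabolite repressed genes, which cells transcribe when preferred nitrogen sources are scarce, were higher in DGY1743 (median log2 ratio 0.39 over 29 genes, 22 of them higher, fry adjusted p = 0.0419). Single tests called 15 of these genes higher and 0 lower over all genes, and 17 higher and 2 lower adjusted over the list alone. Oxidative phosphorylation genes were higher in DGY1743 (0.13 over 55 genes, 36 higher, adjusted p = 0.0247) and lower in DGY1741 (-0.19, 41 lower, adjusted p = 0.0499). This list holds 4 mitochondrially encoded genes. In DGY1743, single tests called 15 oxidative phosphorylation genes higher and 1 lower, or 17 and 1 adjusted over the list alone, and in DGY1741 1 higher and 15 lower by either adjustment. None of these 3 list results passed the threshold with the mitochondrial genes left out, an alternative chosen after the data were seen, or under camera with an estimated correlation. The adjusted p over the alternatives ranged from 1.25e-05 to 0.887 for the nitrogen list in DGY1743, from 1.55e-06 to 0.887 for oxidative phosphorylation in DGY1743 and from 0.0112 to 0.887 in DGY1741. Taken as a mean over genes, which moved it most, the oxidative phosphorylation value of DGY1743 was 0.67. The oxidative phosphorylation median of DGY1743 was 0.08 without DGY1743 replicate 1.

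Cytosolic ribosomal protein genes (135 tested) had medians of 0.22 in DGY1726, 0.23 in DGY1735, -0.17 in DGY1741 and -0.27 in DGY1743. None passed the threshold under fry (adjusted p = 0.124, 0.136, 0.227 and 0.124), whereas each did under camera with a correlation of 0.01. The median of DGY1735 was 0.11 without DGY1735 replicate 1, and that of DGY1741 -0.07 without DGY1741 replicate 1. Single tests called 41 of these genes higher in DGY1726, 12 higher in DGY1735, 23 lower in DGY1741 and 47 lower in DGY1743 over all genes, and 46, 0, 9 and 62 adjusted over the list alone, where 56 genes of DGY1735 had an unadjusted p under 0.05. Mitochondrial ribosomal protein genes (74 tested) passed the set test in no strain, with medians between -0.06 and 0.03 and adjusted p-values from 0.227 to 0.885. The median of DGY1741 was -0.02 without DGY1741 replicate 1, and that of DGY1735 0.05 without DGY1735 replicate 1. Over all genes, single tests called 5 of them higher in DGY1743, 2 higher and 3 lower in DGY1726, 1 higher and 3 lower in DGY1741 and 1 lower in DGY1735, and adjusted over the list alone only 2, both higher in DGY1743. The genes with an unadjusted p under 0.05 numbered 11 in DGY1726, 5 in DGY1735 and 14 in DGY1741. The nitrogen list did not pass the set test in the other 3 strains (adjusted p = 0.124 in DGY1735, 0.505 in DGY1741 and 0.885 in DGY1726), although its genes moved in both directions. Single tests called 8 of its 29 genes higher and 12 lower in DGY1741, 6 and 6 in DGY1726 and 3 and 8 in DGY1735 over all genes, and 10 and 13, 7 and 9, and 3 and 8 adjusted over the list alone. Oxidative phosphorylation did not pass the set test in DGY1726 (adjusted p = 0.227) and DGY1735 (adjusted p = 0.827), where single tests called 6 genes higher and 10 lower, and 6 and 5, by either adjustment.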

Values the study reported

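The study reported a median Spearman correlation for RNA of 0.9878 between replicates and of 0.9396 between strains. With DESeq2 it found 2,452 genes whose RNA abundance differed from the ancestor in at least 1 evolved strain. Set against the copy number of each gene, 43 of 90 amplified genes departed from the expected RNA abundance. For GAP1 the departure was significant in 2 strains, Trans and ODIRA_A.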

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

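The results here come from gene rows that the comparisons between strains did not use, and each class had more counts in every library than the 3 counts that a count of 0 allows. No control samples were analysed. The tests of shared 50-base stretches were chosen before their values were seen, and the test of SCR1 after. Differences between strains in these classes were not tested, and the strain remains an open explanation for each.

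Non-coding RNA genes other than rRNA, tRNA, snRNA and snoRNA took a median of 10.4% of all gene counts over the 8 libraries, from 8.36% ± 1.55 in DGY1726 to 14.6% ± 2.77 in DGY1743 (SD, n = 2). SCR1, the RNA of the signal recognition particle, gave 96.3% of this class. The labels describe polyadenylated RNA, yet the lowest share of SCR1, which has no poly(A) tail, was 7.04% (95% Wilson interval 7.03 to 7.05), in DGY1726 replicate 1. That argues against poly(A) selection of these libraries. How the share of RNA without a tail was set in each library stays open, and it limits comparisons of total counts between libraries.

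Transposable element rows took a median of 1.76% of counts, 1.13% ± 0.00226 in DGY1735, 1.64% ± 0.0385 in DGY1741, 2.12% ± 0.377 in DGY1726 and 2.35% ± 0.61 in DGY1743. Of their 50-base stretches 95.1% occur more than once in the genome, and 91.1% of their counts lie on rows that overlap another gene on the same strand. A difference between copies cannot be read from these rows, and reads shared between copies may set any single row.

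Ribosomal RNA rows took a median of 0.546% of counts and tRNA rows 0.102%, after the authors' filter against both classes. Of the 50-base stretches of rRNA rows 80.8% occur more than once in the genome, and of tRNA rows 81.8%, so that reads shared between copies may account for how counts fall on single rows. In DGY1743, mitochondrial genes gave 7.34% of the rRNA counts and 14.9% of the tRNA counts, against 2.53% and 3.31% over all 8 libraries. The latter values include DGY1743 itself. The mitochondrial 21S rRNA had 5091 and 8549 counts in the DGY1743 libraries and 20 to 44 in those of the other strains. The 15S rRNA had 814 and 1486 counts against 1 to 7.

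Small RNA classes were low. Small nuclear RNA rows took a median of 0.00623% of counts. None of their stretches occurred elsewhere in the genome (0%), which argues against reads of other copies. Small nucleolar RNA rows took a median of 0.0267%, and 39% of these counts lay on rows that overlap another gene on the same strand, so that host genes cannot be the source of most of them. The filter of the authors limits what both classes can show.

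Pseudogene rows took a median of 0.0135% of counts, with AAD6 giving 46.6% of them. Of their stretches 30.8% occur more than once in the genome. Whether their counts came from functional copies cannot be told apart from transcription of the pseudogenes, because the counts are not split by stretch.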

How the results depend on the processing

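Across the alternatives that kept all replicates, 704 of 754 values kept their direction and their side of the threshold, or their count within 1.5 times. Means in place of medians could change only the direction of a set, since its p-value stays the same. The medians of the 4 chromosome XI segments did so in each of their 12 alternatives, with ranges of 1.61 to 1.64 for DGY1735, 1.56 to 1.63 for DGY1743, 1.52 to 1.59 for the TOF2 to SAP190 segment of DGY1726 and 1.02 to 1.07 for its distal segment. GAP1 and DAL80, each compared with DGY1741, stayed on their side of the threshold in each of the 8 alternatives that kept replicates. Of values with a replicate left out, 354 of 380 stayed within 1 SD and kept their sign.

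An adjusted p under 0.01 gave 1603 genes in place of 2616 among the 4 strains, and 546, 704, 1341 and 544 genes setting apart DGY1726, DGY1735, DGY1741 and DGY1743, as fewer genes pass a stricter threshold. DGY1726 and DGY1735 differed in 191 genes with DESeq2 in place of 97, and all 97 were among the 191. With the replicate block they differed in 256 genes. The cause of these increases was not tested.

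The replicate numbers were not taken as pairs of cultures, because same-numbered libraries did not deviate together in every pair of strains. Across genes, the difference between replicate 1 and replicate 2 correlated between strains with r from -0.251 (DGY1735 and DGY1743) to 0.399 (DGY1726 and DGY1741). DGY1726 correlated positively with each of the other 3 strains (0.254 with DGY1735 and 0.217 with DGY1743), so that a shared factor behind these numbers is not excluded. Apart from the 256 genes, the block left 3 gene lists short of the threshold: oxidative phosphorylation in DGY1741 (median -0.19, adjusted p = 0.0846) and DGY1743 (0.13, adjusted p = 0.0529), and nitrogen catabolite repressed genes in DGY1743 (0.40, adjusted p = 0.0849). It also brought SSD1 in DGY1726 under the threshold. Counts of genes rose with the block from 2385 to 3200 for DGY1726 and DGY1741, the pair with the highest of these correlations, and from 1503 to 1951 for DGY1726 and DGY1743, both by less than 1.5 times. The block changed no other call of a segment, core, list or named gene, and moved no other count by over 1.5 times.

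Leaving out the mitochondrial genes, chosen after the data were seen, removes ATP8 and ATP6 from the tests, so they have no value there. The oxidative phosphorylation medians became 0.00438 in DGY1726, -0.17 in DGY1741 (adjusted p = 0.158) and 0.10 in DGY1743 (adjusted p = 0.239), and the nitrogen median of DGY1743 0.40 (adjusted p = 0.0936). The set tests of ribosomal and other lists depended on how correlation between genes was treated. Under camera with a correlation of 0.01, cytosolic ribosomal proteins passed in DGY1726 (0.22, adjusted p = 1.45e-06), DGY1735 (0.23, adjusted p = 1.45e-06), DGY1741 (-0.17, adjusted p = 0.0353) and DGY1743 (-0.27, adjusted p = 4.52e-09), as did nitrogen genes in DGY1735 (-0.17, adjusted p = 0.00437), while the core of DGY1735 did not (-0.22, adjusted p = 0.28). With an estimated correlation, no list passed, which left -0.19 in DGY1741 and 0.13 in DGY1743 for oxidative phosphorylation and 0.39 for nitrogen genes in DGY1743 short of the threshold (each with adjusted p = 0.887), nor did the cores of DGY1726 (-0.29, adjusted p = 0.067) and DGY1735 (-0.22, adjusted p = 0.312). The segment calls held under both forms of camera. Over the alternatives with replicates kept, the adjusted p ranged from 1.45e-06 to 0.887 for cytosolic ribosomal proteins in DGY1726 and in DGY1735, from 0.0353 to 0.939 in DGY1741 and from 4.52e-09 to 0.887 in DGY1743. For oxidative phosphorylation it ranged from 0.0112 to 0.887 in DGY1741 and from 1.55e-06 to 0.887 in DGY1743, and for nitrogen genes from 0.00437 to 0.887 in DGY1735 and from 1.25e-05 to 0.887 in DGY1743. For the core it ranged from 1.48e-05 to 0.067 in DGY1726, from 9.31e-05 to 0.312 in DGY1735 and from 0.0282 to 0.994 in DGY1743.

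The core median of DGY1743, near 0, was 0.00758 as a mean, 0.00709 without the low-count filter and 0.00952 with filterByExpr, and with the end genes left out it was -0.12 and passed the threshold (adjusted p = 0.0282). List medians near 0 changed sign without passing the threshold. As means, mitochondrial ribosomal proteins were 0.0222 in DGY1726 and 0.0214 in DGY1743, and oxidative phosphorylation -0.13 in DGY1735. TMM without chromosomes V and XI gave 0.000293 for mitochondrial ribosomal proteins in DGY1743. No low-count filter gave 0.00521 for them in DGY1726 and 0.00794 for oxidative phosphorylation there, filterByExpr gave 0.00200 for the latter, and leaving out overlapping genes gave 0.00102. Leaving out overlapping genes also left oxidative phosphorylation in DGY1741 short of the threshold (-0.17, adjusted p = 0.081).

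With running medians over 7 genes there were 2 runs in DGY1726, 1 in DGY1735, 1 in DGY1741 and 1 in DGY1743, and over 21 genes 2 in DGY1726 and 2 in DGY1735. None of the runs over 7 genes lay on chromosome XI or XIII. The mitochondrial genome, with 20 tested genes, could not have a run over 21 genes. The cause of the other changes was not tested.

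With each replicate left out in turn, the segment medians ranged from 1.51 to 1.56 and from 1.03 to 1.06 for the proximal and distal segments of DGY1726, whose replicates were within 0.01 of each other, from 1.62 to 1.67 for DGY1735 and from 1.57 to 1.61 for DGY1743. The core median of DGY1743 ranged from -0.10 to -0.00388. List medians near 0 ranged across 0: mitochondrial ribosomal proteins from -0.0240 to 0.0173 in DGY1726 and from -0.0398 to 0.0174 in DGY1743, oxidative phosphorylation from -0.0892 to 0.0146 in DGY1726 and from -0.0368 to 0.114 in DGY1735, and nitrogen genes from -0.102 to 0.0350 in DGY1726. The nitrogen median of DGY1735 was -0.04 without DGY1735 replicate 1. SSD1 in DGY1743, at 0.04, ranged from -0.0516 to 0.134 and was negative without DGY1726 replicate 1, DGY1741 replicate 1 or DGY1743 replicate 2. Another 5 results changed among single genes and correlations: 3 replicate correlations moved and SSD1 in DGY1726 passed the threshold in 2 alternatives.

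In the simulated pair 194 of 196 genes changed 2-fold were recovered at this depth with 2 libraries per strain. Smaller changes were not simulated, although most calls between strains were below 2-fold (425 of 2385 reached it for DGY1726 and DGY1741). Recovery was not split by the level of the genes, so what depth limits among low genes was not tested.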

Other observations

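The tests of shared 50-base stretches and of haploid-specific genes were chosen before their values were seen, and the others after. The members of each gene list were written down before their values, but the rule for reading the lists was tightened after them. A call came to need the list medians of both libraries of the strain beyond those of the 6 others, which moved the Pdr3 list from argued against to open. List tests are fry tests with p-values adjusted over the 8 hypothesis lists and contrasts.

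Mitochondrially encoded genes were far higher in DGY1743 than in the other strains. Reads counted in several nested features do not account for it, since the 5 tested mitochondrial genes without a same-strand overlap had a median log2 ratio of 7.91, nor does scaling, since the raw sum of mitochondrial genes was 147-fold higher in the lower DGY1743 library than in the highest other library. More RNA without a poly(A) tail in DGY1743 is also argued against as the whole cause, because the share of SCR1 and snRNAs was only 1.48-fold higher there, against 215-fold for mitochondrial genes. The remaining counts in the other strains were 0.464% of the DGY1743 share. In DGY1741 their proportions over the 5 non-overlapping genes departed from those of DGY1743 (chi-square of at least 73.0 per degree of freedom), with COX3 at 27.4 ± 3.35 CPM against 5.01 ± 0.912 in DGY1726, so that reads of DGY1743 assigned to the wrong library are excluded as their only source. In DGY1726 and DGY1735 the chi-square was at most 3.97 per degree of freedom, and misassigned reads cannot be told apart from a low level of transcription with the same proportions. A filter that removed mitochondrial reads from the other 6 libraries also cannot be told apart from low transcription, because both leave a small share. The share of 0.464% restates the pattern and cannot decide between them. The study's methods name no filter that was applied to some libraries only.

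A candidate explanation for the mitochondrial pattern is loss or low activity of the mitochondrial genome in DGY1726, DGY1735 and DGY1741, which DNA data, not analysed here, would answer. In yeast without this genome, retrograde response and Pdr3 targets can rise. The retrograde list was not lower in DGY1743, as a response in the other strains would need: the median was 0.32, with 7 of 8 genes higher (adjusted p = 0.0135, or 0.351 under camera with an estimated correlation). The Pdr3 list was also not lower in DGY1743, with a median of 0.0509, 5 of 6 tested genes higher and the same adjusted p of 0.0135 (0.495 under camera with an estimated correlation). Its library medians overlapped those of other strains and ICT1 alone was called (log2 ratio 1.46), which leaves that response open. In the retrograde list single tests called 3 of 8 genes higher in DGY1743 and 1 lower, PYC1 (-0.58). CIT2 (0.32) and DLD3 (0.31) were not called. The list therefore gave no sign of a retrograde response in the other strains as a set, but does not exclude one. It does not speak against loss of the genome itself, since glutamine limitation may set the same genes.

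HO spanned a wide range, from 9.31 CPM in DGY1726 to 423 in DGY1741. None of its 50-base stretches occurs elsewhere in the genome (0%), so reads of another copy are excluded. Repression by a1/alpha2, as in a cell with both mating types, would lower the other haploid-specific genes in DGY1726 too, but their median was 0.0313 with 5 of 10 higher. What sets the level of HO apart between these strains stays open, and the strain remains among the open explanations.

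SIP18 and YMR175W-A were low in DGY1741, and 0% of the stretches of SIP18 occur elsewhere. Targets of the stress factors Msn2 and Msn4, SIP18 not among them, were lower in DGY1741 for 24 of 24 genes, 21 of them called (median -1.59, adjusted p = 0.000953, or 0.0833 under camera with an estimated correlation). CTT1 (-3.33) and HSP12 (-2.05), picked from the list after its values were seen, show the size. A weaker general stress response in DGY1741 may therefore be part of this pattern. The strain and its chemostat cultures are confounded, so a difference in culture state stays open.

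IMD2 lies near the right end of chromosome VIII. The study describes a telomere replacement on this chromosome in DGY1726 and places it beyond FLO5. A first test on the tested genes nearest the right end was replaced, after its value was seen, by one on the genes beyond FLO5. The 4 tested genes beyond FLO5 other than IMD2 were all lower, 2 of them called (median -0.58, from -1.62 to -0.15). The fry adjusted p was 0.00121, or 0.0833 under camera with an estimated correlation. The 6 tested genes from SKN7 to FLO5 had a median of 0.14 with 4 higher (adjusted p = 0.0154, or 0.495 under camera). Loss of the chromosome end beyond FLO5 cannot be told apart from other causes. Of the stretches of the 4 genes beyond it, 33.7% to 100% occur elsewhere in the genome, and reads of their copies may hide a loss. For IMD2 the share was 33.7%, so that its remaining counts may come from copies.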
